A study of Mus musculus with 16 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

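Genomic DNA from the tails of 8 mice of 1 family, 20mGyJM (sire), 20mGyJF (dam) and 20mGyJ1 to 20mGyJ6 (F1), was hybridized against DNA of 1 reference male on a custom 2-colour Agilent array, with 2 dye-swap arrays per mouse. This array belongs to a second screening, in which probes are placed densely around positions selected in a first screening. The probes of the first screening were not marked, so the condition that a probe was positive there as well could not be applied. All 16 arrays were assigned to a mouse and its family role from the labels, with 0 columns of unmapped samples. The title and the design text of the series differ on whether the sire was irradiated, and no comparison by dose was made.

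The authors scanned the arrays and extracted them with Feature Extraction 10.7.1.1. The deposited ratios in the scanner files are log10 ratios of the red (Cy5) over the green (Cy3) signal. Per the file headers, the processed intensity of each channel had been background-subtracted, spatially detrended, multiplicatively detrended and normalized between dyes by the linear method. The deposited intensity values also included the median signal and median local background of each spot. The deposited series table held log2 ratios of reference over mouse, which equalled the scanner ratios after a change of log base and sign (largest difference 5.0e-07). Probe positions are on mm9 per the file headers. The reference annotation at hand was of another build, so positions were not converted and no gene names were given.

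The log2 ratio of mouse over reference was computed from the processed signals, with the sign turned for the arrays with the mouse in Cy3. Control spots and spots marked as outliers in either channel by Feature Extraction (103 to 165 per array) were left out, replicate spots of a probe were averaged, and each array was centred on the median. No loess or quantile normalization was applied, because copy number changes may shift many probes in one direction. Between 264 and 800 spots per array were not well above background. By the quality measures in the headers, 8 arrays were marked for evaluation, and they were kept. The spread of the derivative of the log ratios ranged from 0.125 to 0.171.

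Autosomal probes were joined into tiled regions, a region ending at a gap of more than 1000 bp. A probe was called positive when the log2 ratio passed 0.5 with the same sign on both arrays and at least 1 other such probe of the same sign lay within 3 probes in the same region. A de novo candidate region had at least 2 such probes that were positive in neither parent. Sire-only and dam-only regions were positive in 1 parent and not in the other. Parents and offspring were compared within 1 sign. A loss in an F1 mouse was not set against a gain of a parent, also where a parent was counted as a carrier. Private regions were positive with one sign in 1 of the 8 mice. Loci were formed by joining regions over gaps of up to 20000 bp, a step added after the data were seen. The X and Y probes were single probes far from each other. They were used for medians per mouse and were also among the probes tested with limma, and the regional calls left them out.

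The mouse was the unit of every test. Exact two-sided sign-flip permutation tests over the 6 F1 mice, with 64 arrangements, were used for losses against gains and for sire-only against dam-only shares. An exact two-sided permutation test over 28 splits was used for private regions. For the comparison of F1 mice with the reference, lmFit and eBayes of limma were used on the mean of the 2 arrays per mouse, with an intercept tested against 0 and Benjamini-Hochberg adjustment at 0.05. Regions were named by a rule: the 10 de novo candidates with most positive probes, the 3 sire-only, the 3 dam-only and the 3 regions positive in all 8 mice with most positive probes, and the 5 regions with most limma probes beyond 0.5. The tests, this rule and the first list of alternatives were chosen before the data were examined.

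The slides held the sire and dam, 20mGyJ1 and 20mGyJ2, 20mGyJ3 and 20mGyJ4, and 20mGyJ5 and 20mGyJ6, respectively, and were scanned on 2 days, with slides 1 and 2 on the first day and slides 3 and 4 on the second. Values were recomputed within scan days where a day held F1 mice. Every F1 mouse of the second day, and none of the first, had a Y median below -1. Values within days therefore do not separate scan day from the Y signal. Each slide held 2 mice, which is too few for values within slides. The dye of the mouse followed the position on the slide, so the effects of dye and position cannot be told apart.

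The alternatives chosen before the data were examined were thresholds of 0.4 and 0.8, no neighbour rule, normexp background correction with an offset of 50, no centring, the series table in place of the scanner files, probes well above background, outlier spots kept, each dye orientation alone, gaps of 500 and 3000 bp, a parent with a mean beyond 0.25 counted as a carrier, each F1 mouse left out, the slide as a random block and region means. Normexp was planned on mean signals but was run on median signals, the only raw signal per spot in the files read here. The alternatives chosen after seeing the data were the subtraction of the dye effect of each probe (mean half-difference of the other 7 mice), of the median of probes of the same length (45 to 60 bases), and of a shared pattern, a parent positive anywhere in the region counted as a carrier, X and Y probes included, and combinations of these. The shared pattern was the first principal component of the other 7 mice, scaled by regression in each mouse. Regions positive in at least 3 mice were left out of its fit and of its subtraction, and 2 further versions were run, with the pattern subtracted in every region and with it also fitted in every region. The largest difference between the dye-swap arrays of a mouse over a locus was taken as the spread at that locus, also after the data were seen.

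The limma fit was tested on simulated data with 200 shifted probes of -0.75 among 88791 probes, of which 97% were recovered with 11 false calls. The family rules were tested on simulated arrays of 89001 probes with 200 new losses and 200 losses passed on by the dam, each of 10 probes and -0.75. All new losses were recovered (100%), 29 losses of the dam were called new, and 0 other regions were called. The simulated arrays held the mean dye effect and independent noise, without the pattern over probes that the mice share. The 0 other calls therefore say nothing on false calls from that pattern. With a parent positive anywhere in the region counted as a carrier, 0 losses of the dam were called new. This was nearly assured, because the dam was given the same 10 shifted probes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and statmod 1.5.0 were used.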

Results

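DNA copy number was compared between the members of a single C57BL/6J/Nrs mouse family and 1 reference male by array comparative genomic hybridization (array CGH), in which a mouse and the reference are labelled with different dyes and hybridized to the same array. The family consisted of a sire (20mGyJM), a dam (20mGyJF) and 6 F1 mice (20mGyJ1 to 20mGyJ6). The series title refers to males exposed to gamma-rays at 20 mGy/day for 400 days, but its design text calls this sire non-irradiated, and the family was therefore not assigned to a dose group. Each of the 8 mice was hybridized on 2 arrays with the dyes swapped, which gave 16 arrays on 4 slides. Each array held 93043 spots and 89001 distinct probes, of which 88950 were autosomal, 48 were on the X chromosome and 3 were on the Y chromosome. The autosomal probes formed 7032 tiled regions, and 3070 of these had 3 probes or more, with a median of 34 probes per region. Within regions, neighboring probes started a median of 82 bp apart. All values are log2 ratios of mouse over reference, and positions are on the mm9 build. The gene content of the regions was not analysed here.

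The median processed signal ranged from 802 to 863 in the green channel and from 795 to 854 in the red channel. The signal-to-noise ratio ranged from 50.5 to 81.0, and no spot was saturated. The SD over autosomal probes of the mean of the 2 arrays ranged from 0.11 to 0.16 between mice. The SD of their half-difference, which contains the dye effect, ranged from 0.16 to 0.17. This half-difference was alike in all mice, with r from 0.758 to 0.871 between pairs of mice across probes, which are not independent replicates. The number of arrays, 2 per mouse, limits the precision of every value.

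The sex-linked probes were used to check the labels of the parents against the male reference. The median log2 ratio of the X probes was 0.01 in the sire and 0.87 in the dam. The difference between the dam and the sire was 0.86, and it was 0.86 and 0.83 on the arrays with the mouse in Cy3 and Cy5, respectively. The median log2 ratio of the Y probes was 0.10 in the sire and -1.99 in the dam. In the F1 mice, whose sex was not given in the labels, the X medians were 0.02, 0.01, 0.85, 0.83, 0.78 and 0.81 from 20mGyJ1 to 20mGyJ6. The corresponding Y medians were -0.01, 0.04, -1.79, -1.91, -1.38 and -1.50. The Y medians rest on 3 probes. Only 2 of these were well above background in the dam and in 20mGyJ3 to 20mGyJ6, and the medians of these 2 were nearer to 0, with -1.19 in the dam and -0.99, -1.08, -0.85 and -0.99 in the 4 F1 mice. No groups were formed from these values.

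A probe was considered positive when its log2 ratio passed 0.5 in the same direction on both arrays and another such probe lay within 3 probes in the same region. The sire had 40 positive probes with losses and 713 with gains. The dam had 576 losses and 2 gains. From 20mGyJ1 to 20mGyJ6, the numbers of losses were 423, 379, 590, 378, 552 and 111, and the numbers of gains were 0, 12, 2, 2, 0 and 2. In total, 3782 probe calls were positive. The number of probes beyond 0.5 on both arrays but with opposite signs was taken as an estimate of error, without the neighbour rule. It ranged from 144 to 387 between mice, with a total of 1916. After the dye effect of each probe was subtracted it ranged from 4 to 13. It therefore mostly counted the dye effect and is not a measure of random error. Among the settings chosen before the data were seen, the total of positive probes ranged from 1188, at a threshold of 0.8, to 9995, on the array with the mouse in Cy5 alone.

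**Figure D1:**
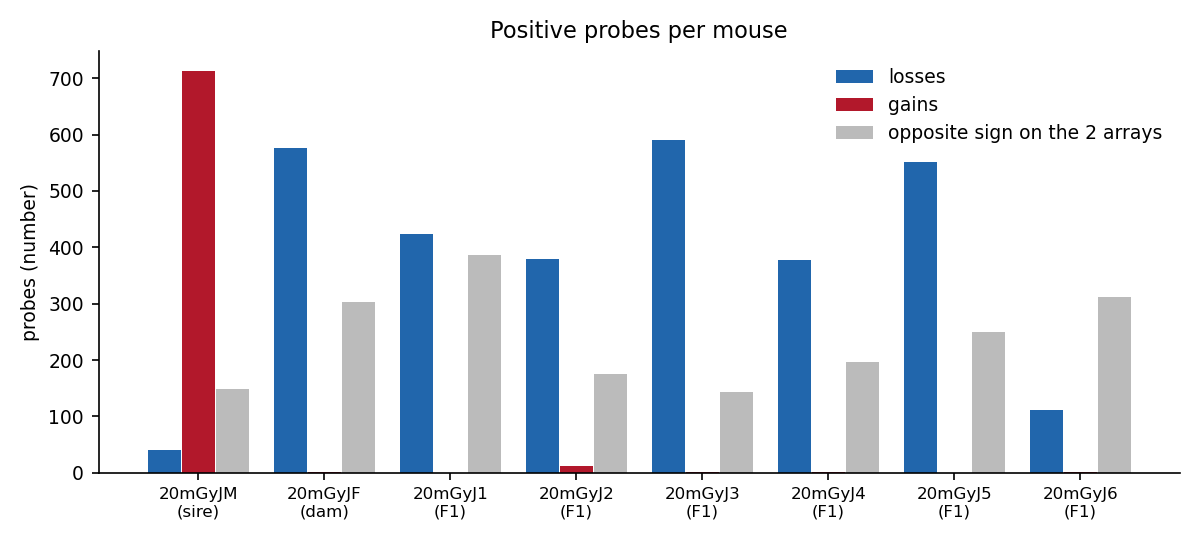
Number of positive autosomal probes with losses and with gains in each mouse, and number of probes beyond the threshold on both arrays with opposite signs. Bars are counts from the 2 arrays of 1 mouse. The sire is the only mouse with more gains (713) than losses (40).

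Losses were compared with gains because the study reported deletions and duplications separately. The F1 mice had 405.5 ± 170 losses and 3 ± 4.52 gains (SD, n = 6). All 6 F1 mice had more losses than gains, with a mean difference of 402.5 probes (two-sided exact sign-flip permutation test, p = 0.03125, the smallest p possible with 64 arrangements). The mean difference was 395 in the 2 F1 mice of the first scan day and 406 in the 4 of the second. It was 141 at a threshold of 0.8 and 1304.5 on the array with the mouse in Cy5 alone. On the array with the mouse in Cy3 alone, the difference was 183, 4 of 6 F1 mice had more losses than gains, and the exact permutation p was 0.34375. Most of the losses lay in a few large loci that were also positive in a parent, as described below for chromosomes 3 and 5, so that the probes are not independent events.

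Family analysis was performed to find changes that were present in the offspring and absent in both parents. A region was considered a de novo candidate when at least 2 positive probes of an F1 mouse were positive with the same sign in neither parent. From 20mGyJ1 to 20mGyJ6, there were 8, 6, 10, 105, 13 and 0 candidate regions, which is 142 calls in 115 distinct regions. All 142 calls were losses, and 14 regions were called in more than 1 mouse. Among the settings chosen before the data were seen, the number ranged from 31, with normexp background correction, to 1412, on the array with the mouse in Cy5 alone. The candidates were 14 in the F1 mice of the first scan day and 128 in those of the second, and 105 of the latter were in 20mGyJ4. Without 20mGyJ4, 37 calls remained.

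Of the 142 candidate calls, 30 lay in regions of chromosome 5 in which the dam herself had positive probes. Of the 10 candidate regions with most positive probes, 5 were of this kind. They were at 70860582-70877205, 70828735-70842181, 70912879-70919479, 70891020-70899093 and 70851928-70859123, and the mean log2 ratio of the dam in them was -0.78, -0.78, -0.83, -0.81 and -0.80, respectively. The other 5 were called in 20mGyJ4, on chromosome 10 at 120429943-120434472, chromosome 11 at 9144540-9147442 and 13153567-13155936, chromosome 5 at 72497552-72501166 and chromosome 14 at 103339415-103342844. The mean log2 ratio of 20mGyJ4 over these regions was -0.24, -0.24, -0.20, -0.16 and -0.21, and that of the sire was 0.26, 0.24, 0.30, 0.25 and 0.31. The dam had no positive probe in them, and her means ranged from -0.01 to 0.04. The region of chromosome 11 at 9144540-9147442 was also called in 20mGyJ5, and that of chromosome 5 at 72497552-72501166 in 20mGyJ3.

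The candidates changed with alternatives chosen after the data were seen. When a parent with a positive probe of the same sign anywhere in the region was considered a carrier, 112 calls remained, 105 of them in 20mGyJ4. Gains of the sire did not count against these losses, although 80 regions were gains in the sire alone and losses in 20mGyJ4 alone. When a pattern over probes that the mice shared was subtracted, 30 calls remained, and 0 of these were in 20mGyJ4. With both changes, 0 calls were found. Regions positive in at least 3 mice were exempt from the subtraction, an exemption introduced after a first version, with the pattern subtracted in every region, had given 3 calls with both changes, all in 20mGyJ1. These 3 calls were gains, and 0 of them were among the 142. With the pattern also fitted in every region, both changes gave 17 calls (4 losses and 13 gains), and again 0 were among the 142.

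Changes of 1 parent were followed in the offspring. The sire was positive in 266 regions in which the dam was not, and 257 of these were gains. The dam was positive in 23 regions in which the sire was not, and 22 of these were losses. No region was positive in both parents or in all 8 mice. An F1 mouse was positive with the same sign in 0.501 ± 1.05% of the sire-only regions and in 64.5 ± 24.4% of the dam-only regions (SD, n = 6). The difference was -64.0 percentage points (two-sided exact sign-flip permutation test, p = 0.03125, the smallest p possible), and the sire-only share was the lower of the 2 in 6 of 6 mice. The mean difference was -46.3 points in the 2 F1 mice of the first scan day and -72.8 points in the 4 of the second. All 4 of the second day and neither of the first had a Y median below -1, so scan day and Y signal cannot be told apart here. On the array with the mouse in Cy3 alone it was -21.9 points (exact permutation p = 0.0625), the smallest difference of any alternative. Of the sire-only regions, 259 were positive in no F1 mouse, whereas each dam-only region was positive in at least 1. Neighboring regions are not independent, because the 23 dam-only regions made up 9 loci when joined over gaps of up to 20000 bp, and 7 of these were losses in the same 5 mice as described below. These 5 mice had a Y median below -1. For chromosome 3, a loss passed on by the dam is argued against below. Of the 23 regions, 11 were parts of 1 locus on chromosome 5. The sire-only regions fell from 266 to 12 with the shared pattern subtracted, and to 107 with it fitted and subtracted in every region. The p value therefore does not show that changes of the dam were passed on more often than those of the sire.

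The dam-only locus with most probes was on chromosome 5 at 70825273-70919479 (634 probes, 94207 bp, 11 regions). The mean log2 ratio over this locus was -0.79 in the dam and 0.09 in the sire. It was -0.73, -0.68, -0.80 and -0.78 in 20mGyJ1, 20mGyJ2, 20mGyJ3 and 20mGyJ5, and -0.04 and -0.01 in 20mGyJ4 and 20mGyJ6. The SD over probes in these 8 mice ranged from 0.11 to 0.34. The 3 dam-only regions with most positive probes, at 70860582-70877205, 70828735-70842181 and 70851928-70859123, were parts of this locus and held 113, 81 and 57 positive probes in the dam.

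**Figure D2:**
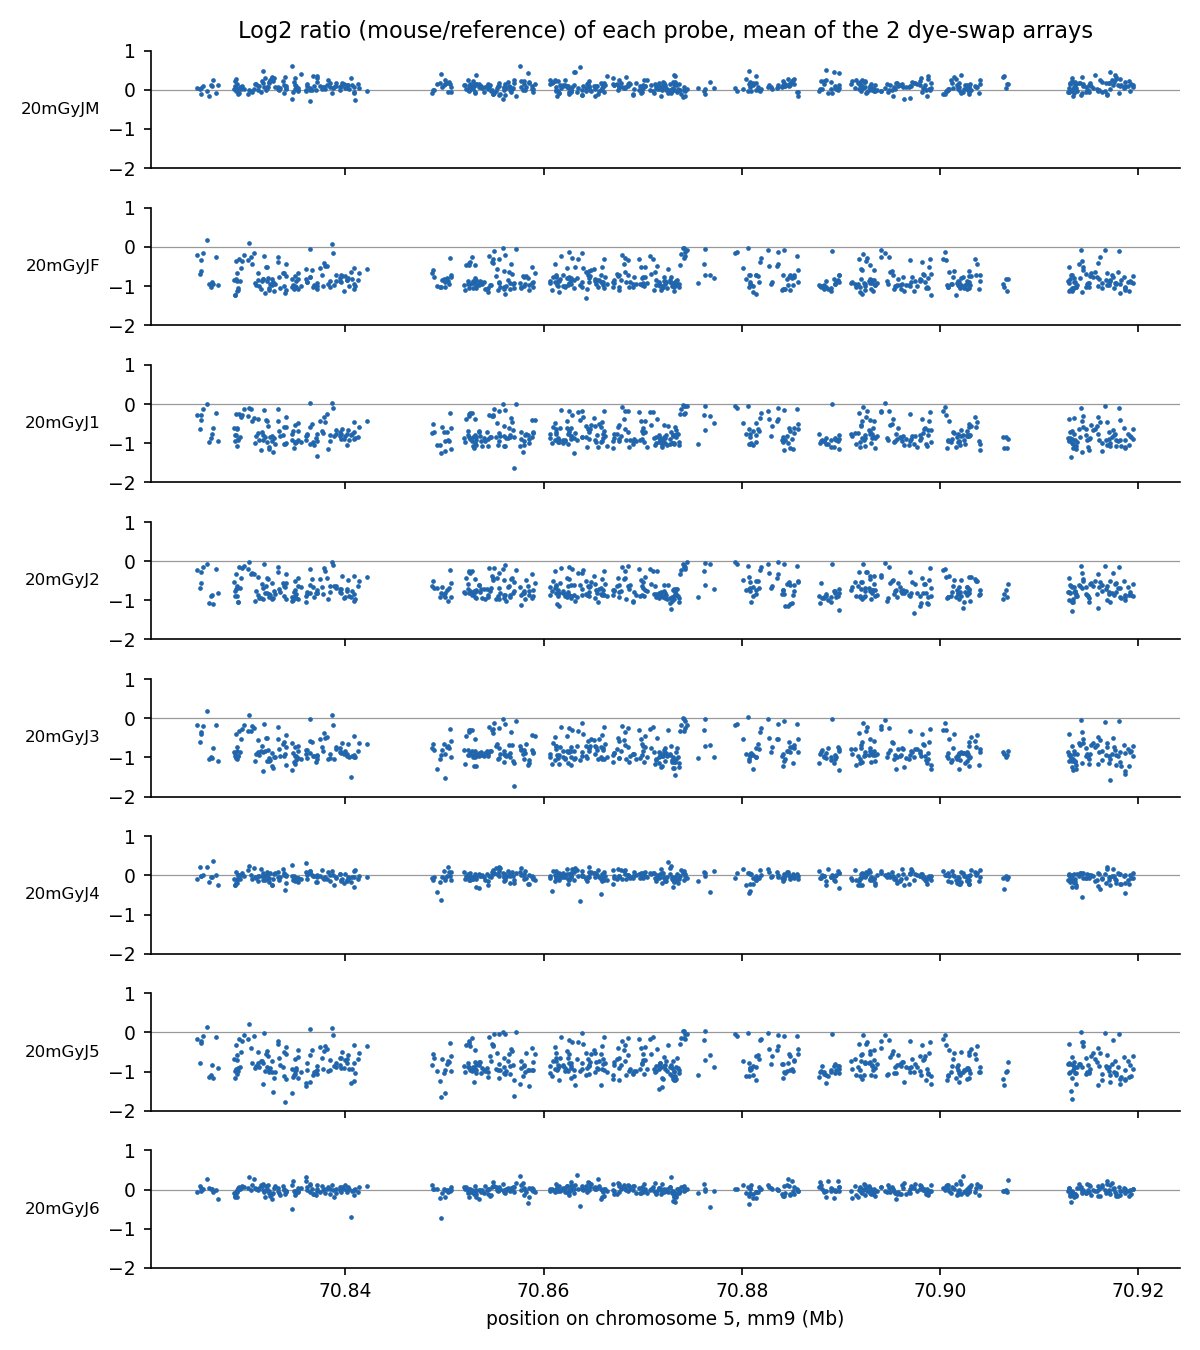
Log2 ratio of mouse over reference for each probe along the chromosome 5 locus in the 8 mice. Each point is the mean of the 2 arrays of a mouse for 1 probe. The dam and 20mGyJ1, 20mGyJ2, 20mGyJ3 and 20mGyJ5 lie below 0, with means from -0.80 to -0.68, and the other mice lie near 0.

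A further dam-only locus was on chromosome 3 at 25416456-25449872 (108 probes, 33417 bp). The mean log2 ratio was -1.77 in the dam, 0.05 in the sire, 0.01 and 0.04 in 20mGyJ1 and 20mGyJ2, and -1.75, -1.77, -1.66 and -1.66 in 20mGyJ3 to 20mGyJ6. The mice with this loss were those with a Y median below -1. Of the sire-only regions, the one with most positive probes was a loss on chromosome 10 at 8064648-8071205, with 21 positive probes in the sire. Over the part of it between the outermost positive probes, 8067010-8070061 (43 probes, 3052 bp), the mean was -0.62 in the sire, -0.47 in 20mGyJ1 and -0.51 in 20mGyJ2. The dam and the other 4 F1 mice had means from -0.01 to 0.00. These were the mice with a Y median below -1, in which the chromosome 3 loss was found. The next 2 sire-only regions were gains on chromosome 10 at 120429943-120434472 and on chromosome 14 at 103339415-103342844, with 7 and 6 positive probes, and both were candidate losses in 20mGyJ4.

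**Figure D3:**
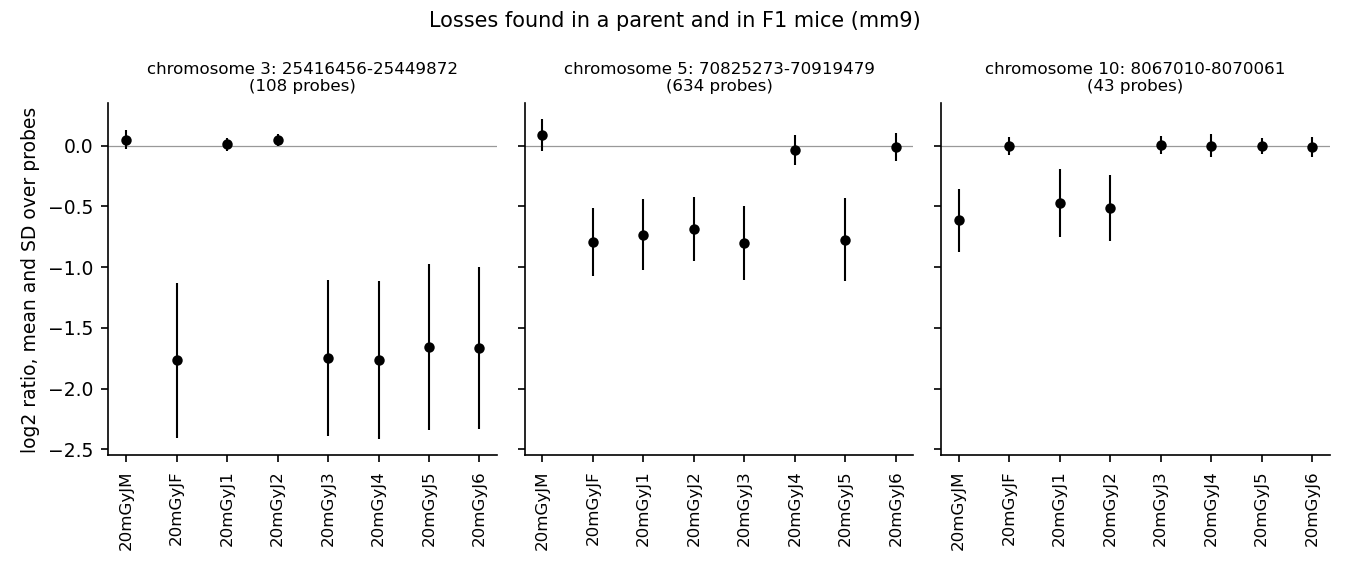
Mean log2 ratio over the loci on chromosomes 3, 5 and 10 in each mouse, with bars for the SD over the probes of the locus (108, 634 and 43 probes). Each mouse lies near 0 or near the level of the parent with the loss, with the sire at -0.62 and 20mGyJ1 at -0.47 on chromosome 10.

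Regions positive with one sign in 1 mouse alone were counted as a calibration. A change of a parent has 6 offspring in which it may be seen again, while random noise would not recur. This premise leaves out patterns that mice share. Of the 101 regions with losses in 20mGyJ4 alone, 80 were also gains in the sire alone. There were 259 such regions in the sire and 0 in the dam. There were 0, 0, 1, 101, 1 and 0 from 20mGyJ1 to 20mGyJ6. The mean was 17.2 ± 41.1 in the F1 mice (SD, n = 6) and 129.5 in the parents (n = 2). A difference at least as large as the observed -112 arose in 7 of 28 splits (two-sided exact permutation test, p = 0.25, with a smallest possible p of 0.0357). This outcome rests on 1 mouse, the sire, with 259 such regions against 0 in the dam. The p value therefore does not measure the spread between mice. The parents shared 1 slide that held no F1 mouse, so generation and slide cannot be told apart. Of the F1 mice, 2 were scanned on the day of the parents, and each had 0 such regions. At the 695 probes of the sire's private gains, the median log2 ratio was 0.79 in the sire, 0.06 in the dam, 0.41 in 20mGyJ2 and -0.61 in 20mGyJ4.

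**Figure D4:**
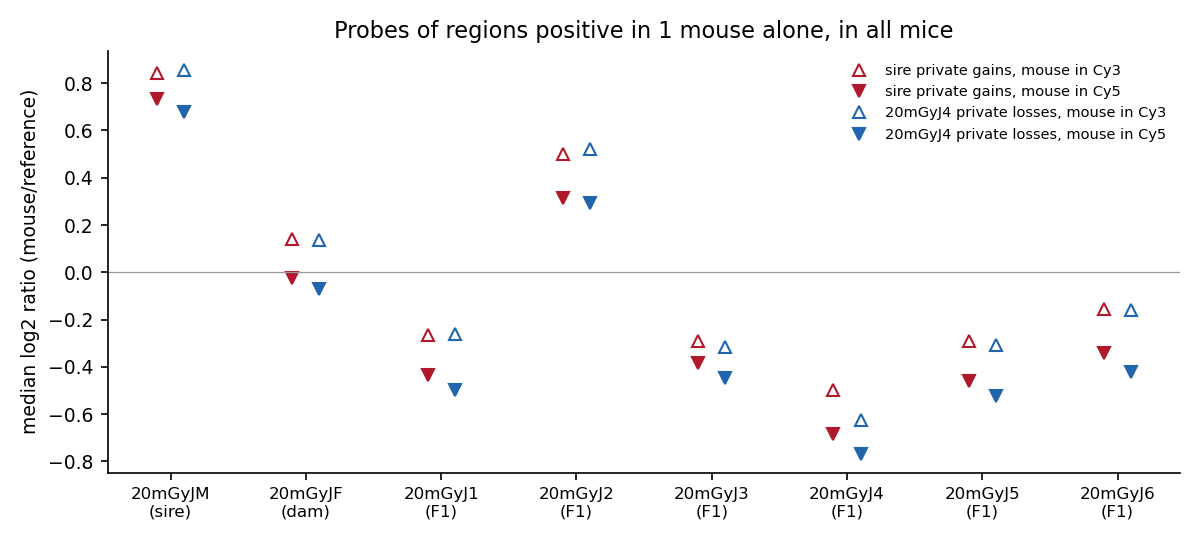
Median log2 ratio in every mouse at the probes of the regions with gains in the sire alone (695 probes) and with losses in 20mGyJ4 alone (243 probes), separately for the array with the mouse in Cy3 and in Cy5. Both sets of probes give nearly the same series of values, with the sire highest and 20mGyJ4 lowest.

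Probes at which all F1 mice differed from the reference mouse were sought with limma, with 1 value per mouse and probe. Of 88997 probes tested, X and Y probes included, 4 passed a Benjamini-Hochberg adjusted p of 0.05, 3 of them higher and 1 lower than the reference, while 11858 had an unadjusted p under 0.05. On the array with the mouse in Cy5 alone, 55609 passed. Without 20mGyJ2 it was 6377, and without each of the other F1 mice it was 2 or 3. With the means of 3070 regions in place of single probes, limma gave 0 (341 at an unadjusted p under 0.05). With the slide as a random block it gave 3. The spread of the reference, which is 1 DNA sample, does not enter this test.

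Among the 4 probes, 2 had a mean log2 ratio beyond 0.5. The probe on chromosome 13 at 95707465-95707524 had a mean of 0.90 in the F1 mice (limma adjusted p = 4.66e-05, higher in 6 of 6 mice), with 1.40 in the sire and -0.06 in the dam. The probe on chromosome 9 at 74330099-74330158 had a mean of -0.61 (limma adjusted p = 4.67e-04, lower in 6 of 6 mice), with -1.43 in the sire and 0.06 in the dam. The SD between the F1 mice was 0.06 at both probes. These were single probes in regions of 18 and 34 probes, and the median over the remaining probes of each region was -0.0007 and -0.0051 in the F1 mice. The other 2 probes overlapped on chromosome 10 at 97112476-97112535 and 97112492-97112551, with means of 0.36 and 0.42 (limma adjusted p = 0.0417 and 0.0240, both higher in 6 of 6 mice). They were named after their values were seen.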

Values the study reported

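The study reported de novo deletions in 11 of 156 F1 mice (7.1%) of the non-irradiated group and in 29 of 142 F1 mice (20.4%) of the irradiated group, a 2.9-fold difference. After quantitative PCR, it counted 11 deletions and 3 duplications in the non-irradiated group, against 31 deletions and 1 duplication in the irradiated group. The counts of deletions and duplications left out 5 mice with 4 or more CNVs, in each of which array CGH had given 9 to 108 candidates, all deletions, and only some of the candidates were followed by quantitative PCR. The tables that name mice with CNVs, including these 5, name none of the 20mGyJ family. In these tables, names that begin with 20mGy stand under the irradiated group and names that begin with 0mGy under the non-irradiated group.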

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

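The tests of explanations in this part were chosen only after the results were seen, although probes well above background and normexp were settings chosen beforehand for the sensitivity of the results. Among 13 measures compared between the 6 F1 mice, 5 had a mouse farther from the others than the critical ratio of Dixon's test for 6 values, and chance alone gives about 1 in 20 such measures. The measures are not independent, since 3 of the 5 count much the same regions of 1 mouse.

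20mGyJ4 stood apart with 119 positive regions (the next mouse had 27), 101 private regions (the next had 1) and 105 de novo candidate regions (the next had 13). The sire, not part of that comparison, had 259 private regions. The 2 sets were linked: of the 101 regions with losses in 20mGyJ4 alone, 80 were also among the 251 regions with gains in the sire alone. Copy number changes of these mice alone were argued against, because 20mGyJ4 had a median log2 ratio of -0.61 at the sire's private gains, where a change of the sire alone would leave it at 0. Slide and scan day were argued against for the sire, since the dam on the same slide had a median of 0.057 at these probes.

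The sire and 20mGyJ4 had 360 private regions together. They had 446 once the dye effect of each probe was subtracted (321 of them among the 360), and 343 among probes well above background (341 of them among the 360). Neither dye bias nor spots not well above background can therefore be the whole cause. Normexp background correction, however, gave 92 (91 in the sire and 1 in 20mGyJ4, 89 of them among the 360), and the de novo candidates of 20mGyJ4 fell from 105 to 1. It brought the median at the private probes of the sire from 0.79 to 0.62 and of 20mGyJ4 from -0.70 to -0.50. Since it also lowered the X difference of dam and sire from 0.86 to 0.68, an effect of dim signal and a general compression of ratios were not separated. Probes of the longest length (60 bases) made up 88.5% and 90.5% of the probes in the sets of the sire and 20mGyJ4, against 50.7% of all autosomal probes. Still, 368 regions were found after the median of probes of the same length was subtracted (309 of them among the 360), so length alone was not the cause. The reference signal at these probes was low, with medians at the 10.3 and 11.4 percentiles, and an effect of dim but detectable probes stays open.

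A pattern over probes that the mice share in different amounts may account for most of these regions. After subtraction of the first principal component of the other 7 mice, 11 private regions were found (8 of them among the 360), with 11 in the sire and 0 in 20mGyJ4, and the de novo candidates of 20mGyJ4 fell from 105 to 0. With the pattern subtracted in every region 12 were found. With the pattern also fitted in every region 116 were found, 106 in the sire and 10 in 20mGyJ4, and 102 of the 116 were among the 360. In this last version 20mGyJ4 had 10 candidates, but these were gains, and 0 of them were among its 105. The subtraction was partial, since the sire's private gain probes kept a median of 0.38 and those of the losses of 20mGyJ4 a median of -0.19, and part of the fall thus comes from probes that slipped under the threshold. What makes the pattern (base composition or the state of the DNA, for example) was not tested. No biological explanation other than copy number changes of these mice alone was tested, because the design sets no F1 mouse apart from the others.

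20mGyJ2 stood apart with 12 positive probes with gains (the next mouse had 2) and with 2.63% of the sire-only regions (the next had 0.376%). The latter were 7 regions, 6 with gains and the chromosome 10 loss. Across autosomal probes, which are not independent, the log2 ratios of 20mGyJ2 correlated with those of the sire (r = 0.60) and inversely with those of 20mGyJ4 (r = -0.38). The same pattern over probes could explain the gains, since 0 were found after its subtraction in each of its 3 versions. With the dye effect removed too and the pattern fitted in every region, there were 4. With the pattern removed, 20mGyJ1 and 20mGyJ2 were each positive in 1 of 12 sire-only regions (8.33%), the chromosome 10 loss, so 20mGyJ2 no longer stood apart. This region is positive in 3 mice and was exempt from the subtraction. A change passed on by the sire stays open for it, and no other biological explanation was tested.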

How the results depend on the processing

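The settings that subtract the dye effect, the shared pattern or the probe length trend, that count a parent positive anywhere in a region, or that include X and Y probes were chosen after seeing the data, and the rest were planned. No mean over mice changed sign, but single F1 mice did: with the mouse in Cy3 alone, 20mGyJ2 had 401 losses and 958 gains and 20mGyJ6 had 131 and 227, and with the pattern fitted and subtracted in every region, 20mGyJ4 had 0 losses and 163 gains (8 and 317 with the dye effect removed too). Over all mice, gains outnumbered losses with the mouse in Cy3 alone. Of 155 values of the main results under an alternative, 99 kept their side of the threshold or stayed near the main value (within 1.5 times for counts), and 56 did not. Of 566 values for single mice and regions, 407 did so and 159 did not. The series table, outlier spots kept, no centring, probes well above background, both other gaps and X and Y probes included changed none of the main results. The cause of the changes below was not tested, unless stated.

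Positive probes (3782) fell to 1188 at a threshold of 0.8, to 1890 with normexp and to 1905 with the pattern fitted and subtracted in every region, and rose to 9995 and 7694 on the arrays with the mouse in Cy5 and Cy3 alone, where the dye effect is not cancelled. Losses made up 80.6% of positive probes, 46.8% on the array with the mouse in Cy3 alone (3600 losses and 4094 gains), 92.0% at a threshold of 0.8, 99.1% with the shared pattern removed and 98.6% with it subtracted in every region. With the pattern also fitted in every region, the share was 75.9%, and 73.4% with the dye effect removed too.

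De novo candidates (142) were 286 and 36 at thresholds of 0.4 and 0.8, 31 with normexp, and 1412 and 371 on the arrays with the mouse in Cy5 and Cy3 alone. They were 30 with the pattern removed, 37 with it subtracted in every region and 44 with it fitted and subtracted in every region. With the dye effect removed as well, these became 13, 21 and 54. When a parent positive anywhere in the region also counted as a carrier, the first 3 became 0, 3 and 17, and the last 3 became 0, 3 and 23. Of these last calls, 1 of the 23 was among the 142 and 0 of the others were, so they were mostly new calls, and most of them gains (3, 13, 3 and 22).

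Losses minus gains (402.5) fell to 183 on the array with the mouse in Cy3 alone (exact permutation p = 0.34375), to 122 with the pattern fitted and subtracted in every region (p = 0.1875) and to 168 with the dye effect removed too (exact permutation p = 0.21875). The difference of sire-only and dam-only shares (-64.0 points) was -55.8 without the neighbour rule and -21.9 on the array with the mouse in Cy3 alone (both exact permutation p = 0.0625). It was -58.5 with the pattern subtracted in every region, -54.7 with it also fitted there, and -64.3 and -56.2 with the dye effect removed too (each exact permutation p = 0.125). Leaving out each F1 mouse gave 365.4 to 461.2 for losses minus gains and -67.8 to -56.8 for the shares, with p = 0.0625 throughout, the smallest exact permutation p with 5 mice, so these p values say nothing on stability. The private-region test did not reach 0.05 under any setting.

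The limma probes (4) were 2 with normexp, 0 for region means (3070 tested), and 55609 and 39476 for the mouse in Cy5 and Cy3 alone, as the dye effect then counts as a difference from the reference. Leaving out each F1 mouse gave 2 to 6377, with the highest number without 20mGyJ2. With the pattern removed as well, it gave 2 to 119, with the highest number without 20mGyJ1. The X difference of dam and sire (0.86) was 0.68 with normexp, which compresses ratios by construction.

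No paired analysis was possible because replicate numbers name different mice in each group, with 1 sire and 1 dam. Signal over background limits these calls little for most spots, since at most 800 of 93043 per array were not well above it, but the private regions lay among dim probes.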

Other observations

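The tests of explanations in this part, and the loci, were chosen only after the results were seen, and every explanation given is a hypothesis.

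The chromosome 3 loss and 6 smaller losses of 2 to 10 probes on chromosomes 1, 3, 7, 11 and 13 were called in the dam and in 20mGyJ3 to 20mGyJ6, and in no other mouse. The same 5 mice were those with a Y median below -1, and the match held in 8 of 8 mice. With Y probes well above background alone, 2 of the 5 were below -1, but the mice still formed separate groups, with medians from -1.19 to -0.85 in the 5 and from -0.01 to 0.10 in the other 3. Slide and scan day were argued against, since the dam was scanned with 20mGyJ1 and 20mGyJ2 and had -1.77 on chromosome 3. A loss passed on by the dam was argued against as well, because a mouse lacking both copies would pass the loss to each offspring, but 20mGyJ1 had a mean of 0.0095. A candidate explanation is that copies of the sequences on the Y chromosome of the male reference hybridize to these probes. It was not tested, because the match with the Y medians is the observation that raised it and the sequences of the probes were not analysed here. In 4 of 6 F1 mice the mean over chromosome 3 was nearer to 0 or to the dam than 0.09, the largest difference between dye-swap arrays of a mouse there. 20mGyJ5 and 20mGyJ6 lay 0.11 and 0.10 above the dam, and the reason for this was not tested. A gain on chromosome 18 at 35428246-35428306 (2 probes) was called in the dam and in 3 of the 4 mice, with a mean of 0.56 and no positive probe in 20mGyJ5, and it was not tested further.

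The chromosome 5 loss separated mice of 1 slide, with a difference of -0.77 between 20mGyJ3 and 20mGyJ4, which argues against slide and scan day. Dye bias was argued against because F1 mice with and without the loss were at least 0.64 apart on arrays of the same dye. Copies on the Y chromosome were argued against by the mean of -0.038 in 20mGyJ4, which had a low Y median. A loss of 1 copy in the dam that was passed on to 4 of 6 F1 mice may explain the values: in 6 of 6 mice the mean was nearer to 0 or to the dam than 0.29, the largest difference between the dye-swap arrays of a mouse over this locus. That is a loose bound, since the dye effect of these probes makes up most of it, but the 4 mice lay at most 0.11 from the dam. Quantitative PCR was not analysed here.

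The 30 de novo candidate calls inside the chromosome 5 loss held 124 probe calls at 56 distinct probes. At 122 of these calls 1 of the dam's arrays was below -0.5 (the Cy5 array at 112 and the Cy3 array at 10), and at 2 neither was. Among all 173 probes of the locus at which the dam was not positive, 1 array was below -0.5 at 93. The median of the dam at the calls was -0.42 on the Cy3 array and -1.16 on the Cy5 array. These calls are likely parts of the dam's loss at which 1 of the dam's arrays was short of the threshold. A rule that asks for a positive probe in the parent at the same position therefore counted parts of a shared loss as new. In simulated arrays, the same rule called 29 of 200 losses of the dam new.

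The chromosome 10 loss was called in the sire, 20mGyJ1 and 20mGyJ2. These were the only mice without a Y median below -1, so the calls went with the Y medians in the reverse way to chromosome 3. The reason for this match was not tested further. The 2 F1 mice with the loss also shared 1 slide, which held no other mouse. A Y chromosome that lacks sequence of the reference's was argued against, because the dam, with a Y median of -1.99, had a mean of -0.0058. Slide and scan day were argued against by the difference of -0.61 between the sire and the dam on 1 slide. The shared pattern was argued against by 20mGyJ1, which had -0.47 here although it lay below 0 where the sire was above 0 at the private probes. A loss of 1 copy in the sire could not be settled. In 4 of 6 F1 mice the mean was nearer to 0 or to the sire than the largest difference between dye-swap arrays, 0.03, but 20mGyJ1 and 20mGyJ2 lay 0.14 and 0.10 above the sire. The bound was much tighter here than on chromosome 5, where 20mGyJ2 lay 0.11 from the dam. No mouse was hybridized anew on another slide, so it is open whether such a difference is within the spread between hybridizations.

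The limma probes increased from 4 to 6377 without 20mGyJ2. After subtraction of the pattern over probes that the mice share, 2 probes passed without 20mGyJ2, both of them among the 4. The pattern was taken from the other 7 mice, so its subtraction can also remove differences from the reference that F1 mice share. Whether the increase comes from the pattern therefore stays open. After the subtraction, however, leaving out 20mGyJ1 gave 119, so the count did not become independent of single mice.

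At the 2 single probes on chromosomes 13 and 9, 6 of 6 F1 mice lay between the dam and the sire at both probes, while the remaining probes of the regions lay near 0. Slide and scan day were argued against by a difference of 1.46 between the sire and the dam on 1 slide, and the shared pattern by the value of 0.88 in 20mGyJ4, which is on the side of the sire. A difference under the probe for which the sire is homozygous could give such values, but it was not tested, because the place of the 6 mice between the parents is the observation that raised it. A scan took autosomal probes with more than 0.8 on both arrays of 1 parent, 231 for the sire and 332 for the dam. It kept those within 0.25 of 0 in the other parent and beyond 0.25 the same way in all 6 F1 mice. This left 2 probes for the sire (these 2) and 0 for the dam.

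De novo candidate regions were present here in 5 of 6 F1 mice without quantitative PCR, and in 4 of 6 when a parent with a mean beyond 0.25 counted as a carrier. These shares are higher than those quoted from the study above, which rest on changes that passed quantitative PCR. The study also asked for a positive probe in its first screening, and it found candidates by software or by eye. Neither step was applied here, so the shares are not comparable. With the shared pattern removed and a parent positive anywhere in the region counted as a carrier, 0 of 6 mice had candidates. With the same carrier rule, 1 of 6 had candidates when the pattern was subtracted in every region. When it was also fitted in every region, 5 of 6 had candidates. With the dye effect removed too, these numbers were 0, 1 and 3 of 6, so the share depends on the rule.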
